# miR-30 Family Controls Proliferation and Differentiation of Intestinal Epithelial Cell Models by Directing a Broad Gene Expression Program That Includes SOX9 and the Ubiquitin Ligase Pathway*[Fn FN2]

**DOI:** 10.1074/jbc.M116.733733

**Published:** 2016-06-03

**Authors:** Bailey C. E. Peck, John Sincavage, Sydney Feinstein, Amanda T. Mah, James G. Simmons, P. Kay Lund, Praveen Sethupathy

**Keywords:** differentiation, gene regulation, intestinal epithelium, microRNA (miRNA), proliferation

## Abstract

Proliferation and differentiation of intestinal epithelial cells (IECs) occur in part through precise regulation of key transcription factors, such as SOX9. MicroRNAs (miRNAs) have emerged as prominent fine-tuners of transcription factor expression and activity. We hypothesized that miRNAs, in part through the regulation of SOX9, may mediate IEC homeostasis. Bioinformatic analyses of the *SOX9* 3′-UTR revealed highly conserved target sites for nine different miRNAs. Of these, only the miR-30 family members were both robustly and variably expressed across functionally distinct cell types of the murine jejunal epithelium. Inhibition of miR-30 using complementary locked nucleic acids (LNA30bcd) in both human IECs and human colorectal adenocarcinoma-derived Caco-2 cells resulted in significant up-regulation of *SOX9* mRNA but, interestingly, significant down-regulation of SOX9 protein. To gain mechanistic insight into this non-intuitive finding, we performed RNA sequencing on LNA30bcd-treated human IECs and found 2440 significantly increased genes and 2651 significantly decreased genes across three time points. The up-regulated genes are highly enriched for both predicted miR-30 targets, as well as genes in the ubiquitin-proteasome pathway. Chemical suppression of the proteasome rescued the effect of LNA30bcd on SOX9 protein levels, indicating that the regulation of SOX9 protein by miR-30 is largely indirect through the proteasome pathway. Inhibition of the miR-30 family led to significantly reduced IEC proliferation and a dramatic increase in markers of enterocyte differentiation. This in-depth analysis of a complex miRNA regulatory program in intestinal epithelial cell models provides novel evidence that the miR-30 family likely plays an important role in IEC homeostasis.

## Introduction

The intestinal epithelium is vital for a wide range of physiological functions, including pathogen defense, nutrient absorption, and metabolic homeostasis. It is also the most rapidly renewing tissue in the body, with cellular turnover occurring every 3–5 days in humans. This rate is dependent on the stability of intestinal epithelial stem cells, which give rise to transit amplifying progenitor cells that go on to differentiate into various types of mature IECs, such as enterocytes, enteroendocrine cells, Paneth cells, and goblet cells. Precise regulation of gene expression in these cell types is vital for the proper balance between proliferation and differentiation in the intestinal epithelium.

miRNAs^2^ are prominent members of gene regulatory networks and are known for their roles in buffering and fine-tuning target gene expression (1–3). However, their functions in the intestinal epithelium are understudied, particularly in relation to other metabolic tissues such as liver and muscle. The very few published studies suggest that miRNAs are likely important in shaping intestinal epithelial architecture, barrier function, and proliferation (4–6). More recently, it has been proposed that miRNAs likely produced from IECs may regulate resident microbial communities (7). Because miRNAs are attractive therapeutic targets in an increasing array of disorders (8), identifying specific miRNAs and their regulatory pathways that govern key physiological processes in the intestine is an important step toward the development of novel, effective therapeutic targets for gastrointestinal diseases associated with altered intestinal epithelial proliferation and differentiation.

To identify miRNAs potentially involved in intestinal epithelial homeostasis, we started by *in silico* prediction of miRNAs with putative target sites in *SOX9*, which encodes a transcription factor that is well known for its regulatory role in gastrointestinal biology. Like other members of the SRY box family of transcription factors, SOX9 is tightly regulated by a complex network of transcriptional, post-transcriptional (9), and post-translational (10) modifiers. It is known to regulate proliferation and differentiation of diverse stem and progenitor cells, including but not limited to gonad (11), chondrocyte (12), neural crest (13), lung (14), pancreas (15), and intestinal epithelium (14–17). The functional effect of Sox family members in general is frequently described as dosage-dependent, with relative expression levels driving either cellular renewal or differentiation (18, 19). Notably, varying levels of *Sox9* have been shown to mark functionally distinct cell types of the mouse intestinal epithelium. Accordingly, a transgenic reporter mouse (*Sox9-EGFP*) has been developed to identify and isolate both differentiated cell types and actively cycling intestinal epithelial stem cells and progenitors based on the levels of cellular EGFP expression driven by the *Sox9* promoter (20–24).

SOX9 is not uniquely expressed in IECs, and a few studies to date have assessed miRNA targeting of *SOX9* in other tissues. For example, miR-145 has been shown to target *SOX9* in various cancer subtypes (25, 26) and chondrocytes (27). Both miR-145 and miR-495 target *SOX9* in mesenchymal stem cells (9, 28), and miR-101 targets *SOX9* in hepatocellular carcinoma (29). Because both miRNA expression and mRNA 3′-UTR usage can vary across cell types and conditions, these findings are not necessarily generalizable to the intestinal epithelium. To date no study has investigated miRNA-mediated regulation of *SOX9* in the context of IECs. More importantly, roles of specific miRNAs in the control of intestinal epithelial proliferation and differentiation are poorly characterized. In this study, we work toward bridging this knowledge gap using *in silico*, *in vitro*, and *in vivo* analyses.

## Results

### 

#### 

##### miR-30 Is Predicted to Target SOX9 and Is Robustly Expressed in the Intestinal Epithelium

We carried out a bioinformatic strategy using TargetScan6.2 (30–33) to predict miRNA target sites in the *SOX9* 3′-UTR that are conserved between mouse and human. We identified putative target sites for nine miRNA families. To narrow this list of possible miRNA regulators of *SOX9* in the intestinal epithelium, we analyzed the only data set of publically available small RNA sequencing data from mouse intestinal mucosa (4). Only four miRNA families were expressed at a minimum of 10 reads/million mapped: miR-145, miR-101, miR-320, and miR-30 (Fig. 1*a*). Of these, miR-30 has the strongest predicted base pairing with *SOX9*, consisting of an 8-mer seed as well as supplementary 3′-end pairing for two of the family members. Moreover, the miR-30 target site and flanking ∼15 bases are highly conserved among most mammals including human, rodent, dog, opossum, and horse, as well as distant vertebrates such as lizard.

**FIGURE 1.**
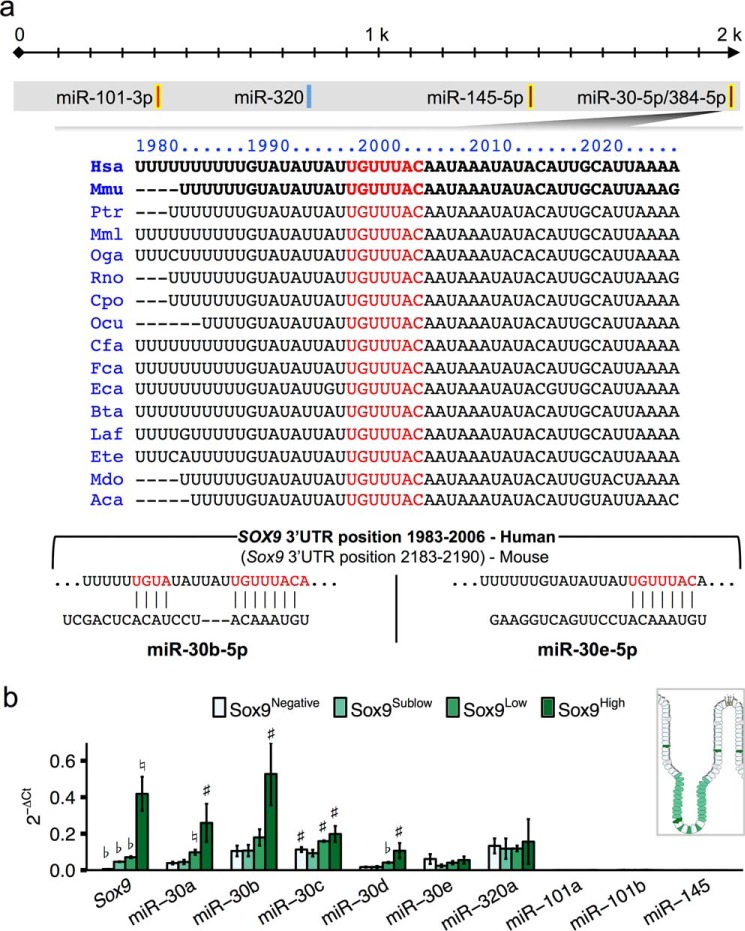
**miR-30 is predicted to target the 3′-UTR of *SOX9* and is differentially expressed across functionally distinct cell types of the intestinal epithelium.** *a*, cartoon depicting the *SOX9* 3′-UTR. miRNAs with predicted target sites conserved between mouse and human are labeled. Below, we show the conservation of the predicted miR-30 target site (*red text*) across various species (TargetScan6.2). miR-30b and miR-30e targeting are shown in detail with predicted base paring colored in *red. b*, RT-PCR of *Sox9* and miRNAs with predicted target sites in the *Sox9* 3′-UTR across functionally distinct mouse jejunal intestinal epithelial cells (*n* = 2–4). Significance was determined by Student's two-tailed paired *t* test relative to non-sorted intestinal epithelial cells. ♭, *p* < 0.001; ♮, *p* < 0.01; #, *p* < 0.05.

Because the intestinal mucosa includes diverse cell types not limited to epithelia, we next sought to evaluate the expression of the members of these four miRNA families across four main epithelial cell types. Specifically, we sorted functionally distinct IECs by FACS from the jejunum of female conventionally raised *Sox9-EGFP* mice. This model allows for the isolation of four populations based on cellular EGFP, including enteroendocrine cells (Sox9^High^), intestinal epithelial stem cells (Sox9^Low^), transit amplifying cells (Sox9^Sublow^), and differentiated enterocytes and Paneth and goblet cells (Sox9^Negative^). We then performed RT-PCR for each of the four miRNA families across each IEC population. miR-101 and miR-145 were very lowly expressed, indeed barely detected, in any cell type of the intestinal epithelium (Fig. 1*b*). It is worth noting that although miR-145 was reported to have robust expression in the study by McKenna *et al.* (4) of the entire intestinal mucosa, it was recently demonstrated that miR-145 is specific to mesenchymal cells in the intestine (34). By using FACS, we obtain a highly pure epithelial population, whereas the earlier data from McKenna *et al.* (4) were generated using an intestinal scraping method, which could lead to some mesenchymal, lymphatic, and/or vascular contamination. Based on these differences, we conclude that it is likely that both miR-145 and miR-101 are robustly expressed in a non-epithelial mucosal tissue, but not in IECs. In contrast, members of the miR-30 family and miR-320a showed robust expression in IECs (Fig. 1*b*). Moreover, only miR-30 family members exhibited differential expression across functionally distinct IECs, leading us to select this miRNA family for follow-up analyses.

##### Knockdown of miR-30 in Vitro Results in Increased SOX9 mRNA Expression, but Decreased Levels of SOX9 Protein

To evaluate miR-30 regulation of *SOX9* in IECs, we knocked down miR-30 expression using locked nucleic acids complementary to miR-30b, miR-30c, and miR-30d (LNA30bcd), in human intestinal epithelial cells (HIECs). Upon knockdown of these miR-30 family members, we observed a significant increase in *SOX9* mRNA at 48 and 72 h post-transfection (Fig. 2*a*), which is consistent with alleviation of negative post-transcriptional regulation of *SOX9* by miR-30. However, we unexpectedly found that SOX9 protein was significantly down-regulated (Fig. 2, *a* and *b*). In fact, *SOX9* mRNA and protein expression were strongly inversely correlated (Pearson's *r* = −0.93, *p* = 0.006; Fig. 2*a*) across three time points post-transfection with LNA30bcd. We confirmed that this inverse relationship between *SOX9* mRNA and protein exists in a second intestinal cell culture model, Caco-2 (Fig. 2*b*), indicating that the finding is not unique to HIECs. To test for a direct relationship between miR-30 and the *SOX9* 3′-UTR, we performed a luciferase reporter assay in Caco-2 cells. We observed increased relative luciferase activity in cells transfected with 100 nm LNA30bcd (Fig. 2*d*), consistent with direct targeting of *SOX9* by miR-30 that has been previously shown in cartilage (35). We hypothesized that the opposite effect of miR-30 inhibition on SOX9 mRNA and protein levels could be due to miR-30-mediated regulation of factors that modify SOX9 protein stability without affecting *SOX9* RNA levels, such as post-translational modifiers (Fig. 2*e*).

**FIGURE 2.**
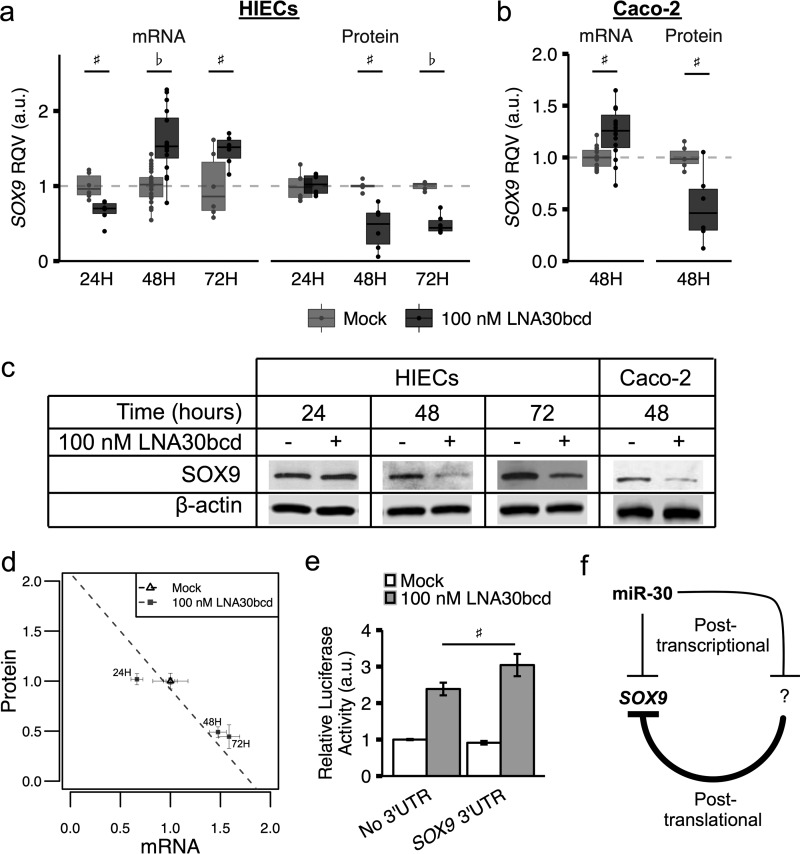
**Knockdown of miR-30 increases *SOX9* mRNA and decreases SOX9 protein expression.** *a*, relative quantitative value (RQV), across three time points, of *SOX9* mRNA by RT-PCR (*left panel*) and protein by Western blot densitometry (*right panel*) in HIECs upon either mock transfection or 100 nm LNA30bcd transfection. *b*, RQV of *SOX9* mRNA by RT-PCR (*left panel*) and protein by Western blot densitometry (*right panel*) in Caco-2 cells upon mock transfection or 100 nm LNA30bcd transfection after 48 h (mock and 100 nm LNA30bcd mRNA *n* = 15 each, protein *n* = 6 each). *c*, images of representative Western blots are shown for the protein expression data shown in *a* and *b. d*, correlation of mean RQVs of SOX9 mRNA and protein across time points and transfection conditions. *e*, relative firefly luciferase activity in Caco-2 cells at 48 h after transfection with plasmids encoding both firefly (with and without the *SOX9* 3′-UTR) and *Renilla* luciferase genes. Caco-2 cells were subjected to either mock co-transfection or 100 nm LNA30bcd co-transfection (*n* = 10–11 each). *f*, model of miR-30 regulation of SOX9 in the intestinal epithelium. For *a* and *b*, standard box and whisker plots are shown, with the *shaded boxes* indicating inner quartile ranges (IQR), the *thick horizontal line* showing median, and extending *whiskers* showing maximum and minimum points within 1.5*IQR. Actual data points are plotted as *filled circles* superimposed on their respective box and whisker plots. ♭, *p* < 0.001; #, *p* < 0.05.

##### Next Generation High Throughput RNA Sequencing Reveals That miR-30 Regulates Genes Enriched in the Ubiquitin Ligase Pathway

To evaluate this hypothesis, we next sought to define the regulatory program that miR-30 directs in HIECs and to identify potential miR-30 targets that may be regulating SOX9 protein levels. Specifically, we performed next generation high throughput RNA sequencing on total RNA isolated from mock and LNA30bcd transfected HIECs at three time points (see “Experimental Procedures”). 

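HIECs were transfected with 100 nM LNA30bcd, a mixture of locked nucleic acids against 3 members of the miR-30 family, or mock transfected. None of the libraries came from cells given a control LNA. RNA was collected at 24, 48 and 72 h from 3 replicates per condition, which gave 18 libraries in 6 groups. The libraries were stranded and paired-end, and the 6 libraries of each time point made up 1 of 3 sequencing pools, so that pool and time point cannot be told apart, whereas both treatments were present in every pool. The authors aligned the reads to hg19 with MapSplice and quantified genes with RSEM. The first deposited table lists 20531 genes after division of each library by its upper quartile, which was set to 1000. The second lists CPM for 10096 genes. These CPM were computed with the TMM factors of edgeR from the rounded values of the first table, and both normalizations are therefore included in them. In the first table, between 90.5 and 92.3% of the values above 0 were whole multiples of 1 step per library, from which the reads on each gene were recovered. Between 30395263 and 57313191 reads per library were counted on genes. The medians were 35565429 and 35147449 reads in LNA30bcd and mock cells at 24 h, 46033474 and 56245126 at 48 h, and 45039173 and 47711006 at 72 h. At these depths, 10 CPM corresponded to between 291 and 553 reads. Differences between LNA30bcd and mock cells were tested with limma on log2(CPM + 0.1) with 6 group means. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change above 1.5 in either direction. The exact permutation test of 3 libraries against 3, two-sided, cannot give a p below 0.1.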

Following read alignment and transcript quantification, we identified differentially expressed genes using edgeR (36). To avoid bias from lowly expressed genes, we filtered out genes that did not reach an expression threshold of 10 counts per million (CPM) in at least three of the samples. 

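In the CPM table as deposited, 10046 genes reached 10 CPM in at least 3 of the 18 samples, 9389 in at least 9 samples, and 9101 in more than 9 samples. In all 18 samples the level was reached by 8194 genes. The files give the genes by symbol and Entrez ID, and 6 of the genes in this table have no symbol. CPM of 0 in 1 or more samples was listed for 9 genes.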

A total of 10,096 genes were included in our analysis. We first normalized gene counts using the generalized linear model in edgeR to account for both the treatment and time variables in our experimental design. 

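Euclidean distances between the 18 libraries were computed over the genes of the deposited table, on the CPM as given. The mean distance between replicates of a group was 3336 CPM. Between LNA30bcd and mock cells it was 9483 CPM at 24 h. Each of the 18 libraries lay closer to the mean of the other replicates of its group than to the mean of any other group on the log2 scale. The first principal component of the CPM held 63.6% of the variance and the second held 27.4%. The 50 most variable genes accounted for 83.9% of the variance between libraries, and FN1 (Entrez ID 2335) alone for 26.7%. On log2(CPM + 0.1), the first component held 74.9% of the variance and separated the treatments at every time point. Its scores were between 22.3 and 23.1 in the LNA30bcd libraries and between -33.1 and -31.7 in the mock libraries at 24 h. When the tree of the CPM was split into 6 clusters, 3 of the 6 groups formed a cluster of their own, and on the log2 scale 2 groups did.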

Samples were tightly clustered by treatment and time point according to multidimensional scaling, principal components, and hierarchical clustering analyses (Fig. 3, *a–c*). 

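With complete linkage on the CPM and the tree split into 2 clusters, the 3 LNA30bcd libraries of 24 h were placed with the 9 mock libraries. They lay 13107 CPM from the LNA30bcd libraries of 48 h and 23217 CPM from those of 72 h. On log2(CPM + 0.1), 0 of the 3 libraries were placed with the mock libraries, and the mean distances were 63.5 to mock cells at 24 h and 38.0 to LNA30bcd cells at 48 h, against 17.2 between replicates. The number was also 0 on values scaled to z-scores per gene and over the 500 most variable genes. Average linkage, and the CPM without the 50 genes with the highest mean, left the 3 libraries with the mock libraries. Without LNA30bcd replicate 2 of 72 h, the LNA30bcd libraries of 24 h formed a cluster apart from all others. Without LNA30bcd replicate 3 of 72 h, the LNA30bcd libraries of 48 h joined the mock libraries as well.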

Notably, cells treated with 100 nm LNA30bcd at 24 h post-transfection clustered with mock transfected samples (Fig. 3*c*). However, cells treated with 100 nm LNA30bcd at 48 and 72 h post-transfection clustered into a distinct subclade, indicating that the regulatory effect of LNA30bcd was greatest at the later time points. 

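The mean distance between LNA30bcd and mock libraries of the same time point was 11815 CPM at 48 h and 17288 CPM at 72 h. On the log2 scale it was 83.2 at 48 h and 97.5 at 72 h. The distance between mock libraries of 24 and 72 h was 43.5 on the log2 scale. From the separate subclade of the LNA30bcd samples of 48 and 72 h, the paper concludes that LNA30bcd had its greatest regulatory effect at these time points.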

Next, we performed differential expression analysis and found that half of all genes (50.1% or 5055) included in the analysis are significantly differentially expressed (FC ± 1.5 and FDR < 0.05) between mock and LNA30bcd transfected cells in at least one time point post-transfection (Fig. 4, *a–c*, and supplemental Table S1). 

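At 24 h, 877 genes were higher and 1242 lower in LNA30bcd cells than in mock cells. At 48 h, 1770 were higher and 1736 lower, and at 72 h 2166 were higher and 2059 lower. In total 5050 genes, or 50.0%, were called at 1 or more time points, of which 769 were higher and 725 lower at all 3. Among the alternatives on these 10096 genes, limma's treat, which tests against the 1.5-fold change itself, moved the total the most and called 3219 genes. The quasi-likelihood test of edgeR on the recovered reads called 5051. In the other deposited table, the median log2 fold change of the same genes was between 0.12 and 0.13 at the 3 time points, and 59.3% of its calls at 24 h were higher, against 41.4% on the CPM. All 3 LNA30bcd libraries lay on the same side of all 3 mock libraries for 80.9, 81.4 and 70.8% of genes at 24, 48 and 72 h, where chance gives 10%.
With a pseudocount of 0.1 the largest rise at 72 h was that of SLC15A1 (Entrez ID 6564), with 1271 to 1417 reads in LNA30bcd and 1 to 2 in mock libraries, at least 417.5-fold higher. SLC15A1 starts 40757 bases past the end of DOCK9 on the same strand. MYCT1 (Entrez ID 80177) was at least 408.8-fold higher. FGF18 (Entrez ID 8817), which starts 7837 bases past NPM1, had a log2 fold change of 7.29 (SE 0.21, adjusted p = 9.6e-14 from limma). With a pseudocount of 1, FGF18 was the highest of the 3, with 5.13 against 4.79 for SLC15A1 and 4.76 for MYCT1. With a pseudocount of 0.1 the largest falls were those of NPTX1, GRIN2A and KRTAP1-5, with log2 fold changes of -5.20, -5.12 and -4.88. NPTX1 (Entrez ID 4884) was at 0.884 ± 0.223 CPM (SD, n = 3) in LNA30bcd and 35.8 ± 5.54 CPM (SD, n = 3) in mock cells. Between 24 and 72 h in mock cells, NPTX1 rose by 3.12, GRIN2A by 2.76 and KRTAP1-5 by 2.69 on the log2 scale.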

Notably, although *SOX9* was found to be up-regulated as expected by LNA30bcd treatment at 72 h post-transfection, it was certainly not the most robustly or significantly altered gene (Fig. 4*d*).

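SOX9 (Entrez ID 6662) lies on chromosome 17 of GRCh37 from 70117161 to 70122557. At 72 h it was at 92.7 ± 6.18 CPM (SD, n = 3) in LNA30bcd cells and 51.1 ± 4.06 CPM (SD, n = 3) in mock cells, a log2 fold change of 0.86 (SE 0.069, adjusted p = 1.2e-08 from limma with Benjamini-Hochberg adjustment). Between 1949 and 4863 reads per library lay behind these values. All 3 LNA30bcd libraries were above all 3 mock libraries (exact permutation test, two-sided p = 0.1). With each library left out in turn, the log2 fold change stayed between 0.81 and 0.92, and over all alternatives its highest value was 0.98, in the other deposited table. Among the 10096 genes, SOX9 ranked 2580 by the size of the change and 1958 by p. At 24 h SOX9 was lower in LNA30bcd cells (79.6 ± 1.76 CPM) than in mock cells (98.6 ± 6.08 CPM), a log2 fold change of -0.31 (adjusted p = 0.0012 from limma). At 48 h the log2 fold change was -0.11 (adjusted p = 0.16 from limma). Between 24 and 72 h, SOX9 fell by 0.95 on the log2 scale in mock cells and rose by 0.22 in LNA30bcd cells. The longest annotated 3′UTR of SOX9 has 2029 bases and holds 1 miR-30 8mer at position 1999, counted from 1 at its start, in the sequence TTTGTATATTATTGTTTACAATAAA.

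**Figure D1:**
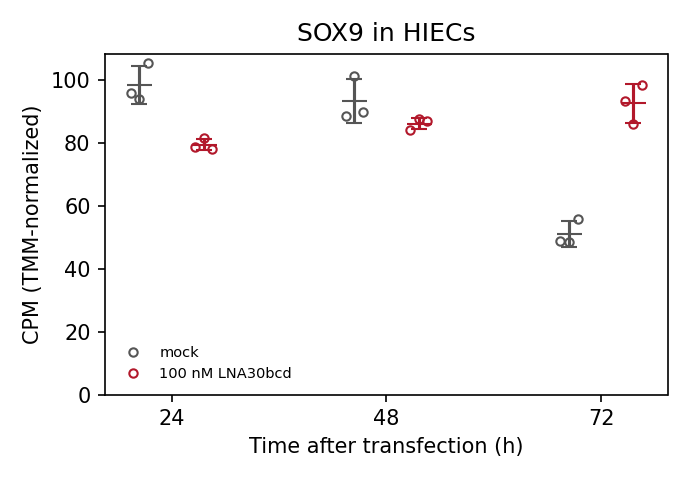
CPM of SOX9 in each library (points) by hours post-transfection for mock and LNA30bcd cells, with the mean and SD of the 3 replicates. The mock mean falls from 98.6 CPM at 24 h to 51.1 CPM at 72 h, while the LNA30bcd mean goes from 79.6 to 92.7 CPM.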

**FIGURE 3.**
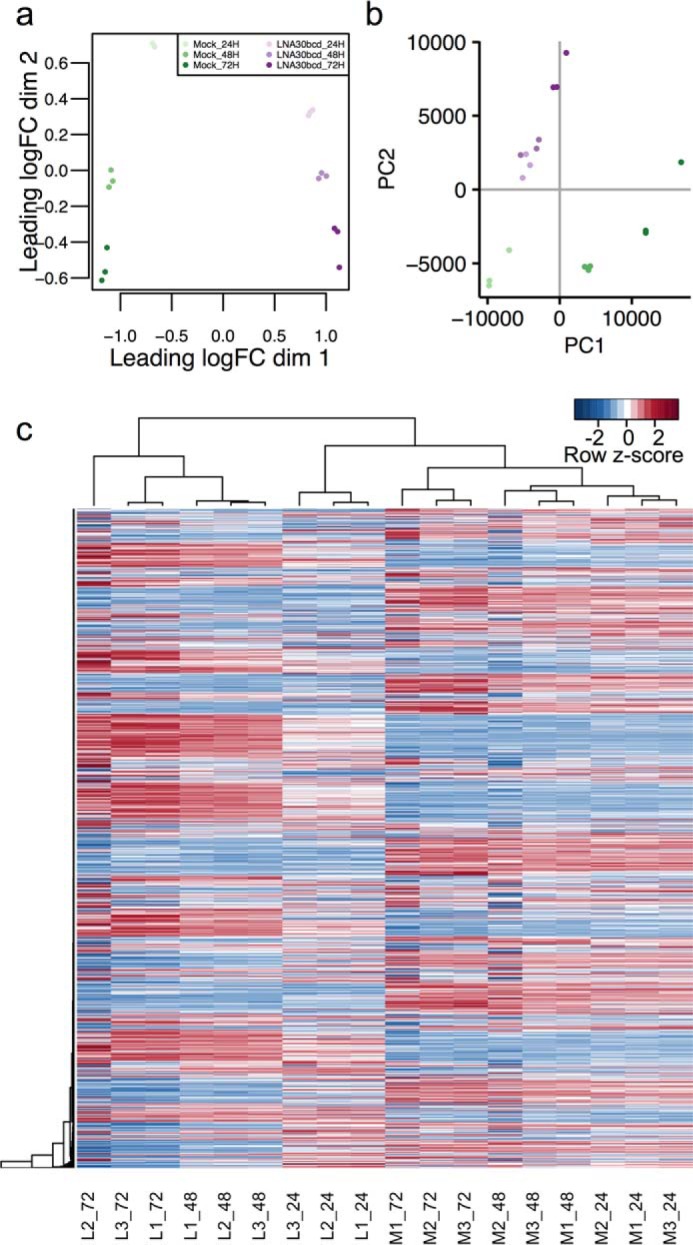
**Next generation high throughput RNA sequencing of LNA30bcd-treated HIECs.** *a*, multidimensional scaling plot of normalized reads (counts per million or CPM > 10 in ≥3 samples) in HIECs subjected to either mock transfection or 100 nm LNA30bcd transfection at 24 h (*24H*), 48 h (*48H*), and 72 h (*72H*) post-transfection (*n* = 3 each). *b*, principle components analysis of normalized reads (CPM > 10 in 3+ samples) across all time points and transfection conditions. *c*, heat map showing all genes with CPM > 10 in ≥3 samples (*n* = 10,096). Samples are hierarchically clustered by Euclidean distance. For each column, samples are listed along the bottom, with the first letter indicating mock treated (*M*) or 100 nm LNA30bcd-treated (*L*) HIECs, followed by the replicate number (replicate 1, 2, or 3), and the time point post-transfection (24, 48, or 72 h).

**FIGURE 4.**
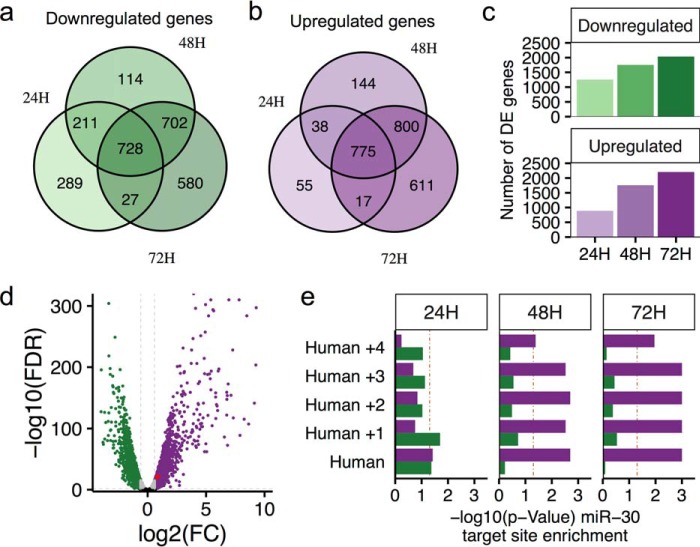
**LNA30bcd-treated HIECs undergo robust changes in gene expression over a 3-day time course.** *a*, Venn diagram showing significantly down-regulated genes (fold change or FC < −1.5, FDR < 0.05) across time points in HIECs after 100 nm LNA30bcd transfection compared with mock transfection. *b*, Venn diagram showing significantly up-regulated genes (FC > 1.5, FDR < 0.05) across time points in HIECs after 100 nm LNA30bcd transfection compared with mock transfection. *c*, bar graph showing the number of significantly down-regulated and up-regulated genes across time points. *d*, volcano plot showing differentially expressed genes at 72 h. The *red dot* shows *SOX9*. The *horizontal dashed line* shows *p* = 0.05, and *vertical dashed lines* indicate FC = −1.5 and 1.5. *e*, results of miRhub analysis to test for enrichment of predicted miR-30 target sites in significantly up-regulated (*purple*) and down-regulated (*green*) genes at each time point. Our analysis was human-centric. Each row indicates the conservation of the miRNA target site on the gene list, with *Human* indicating a site found in human genes and *Human* +*1* indicating a site found in human genes and conserved in one additional species, and so on. The *vertical dashed line* (*red*) indicates empirical *p* = 0.05.

To evaluate the efficacy of our knockdown, we performed analysis with miRhub (37–39), which tests for miRNA target site enrichment among specific genes of interest. 

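Sites for miR-30 were searched in the longest annotated 3′UTR (GENCODE release 44 on GRCh37) of 9813 of the 10096 genes. A site of the full seed with an A opposite the first base, TGTTTACA (8mer), was held by 987 genes, and 7854 genes held neither it nor the 7-base site TGTTTAC (7mer-m8). After a linear trend on 3′UTR length and GC content was removed, the mean log2 fold change of the genes with an 8mer minus that of the genes with neither was -0.041 at 48 h and -0.036 at 72 h. Among the 840 words made of the same bases, the 8mer ranked 716 from the top at 48 h and 681 at 72 h (exact rank among all words, two-sided p = 0.30 and 0.38, adjusted p = 0.38 over the 3 time points). The middle 95% of the words lay between -0.087 and 0.091 at 48 h and between -0.10 and 0.11 at 72 h. The words were not matched for the number of genes that hold them. Words with CG were among those outside this band, such as CGTTATAT (-0.24 at 48 h) and ATTTACGT (0.20 at 72 h). The band and all ranks among the words may therefore not give the spread of a site held by 987 genes. Among the alternatives, counting the 7mer-m8 as a site moved the differences the most and changed their direction, to 0.0054 and 0.017, and the shortest annotated 3′UTR gave -0.083 and -0.077. In simulated data, an added rise of 0.2 on the log2 scale in the genes with an 8mer gave rank 10 (p = 0.024 from the same exact rank), and one of 0.1 gave rank 42 (p = 0.10).
Among the 1615 genes called higher at 48 h that have a 3′UTR, 361 held a 7mer-m8 or an 8mer. That was 1.12 times the number expected from 3′UTR length alone. At 72 h 460 of 2017 held one, or 1.11 times the expected number. In a test chosen after these values were seen, the adjusted p was 0.52 for both over 12 comparisons. In the genes called lower the ratio was 0.934 at 48 h and 0.919 at 72 h. For the 8mer alone, the ratios in genes called higher and lower were 1.06 and 0.998 at 48 h and 1.07 and 1.06 at 72 h (adjusted p of at least 0.52). Of the genes called higher, 21.9% at 48 h and 23.1% at 72 h are among the predicted miR-30 targets in supplemental Table S2, against 21.4 and 19.3% of those called lower (Fisher's exact test, two-sided p = 0.71 and 0.0026). The genes of supplemental Table S2 were chosen by the study from its calls on these samples.

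**Figure D2:**
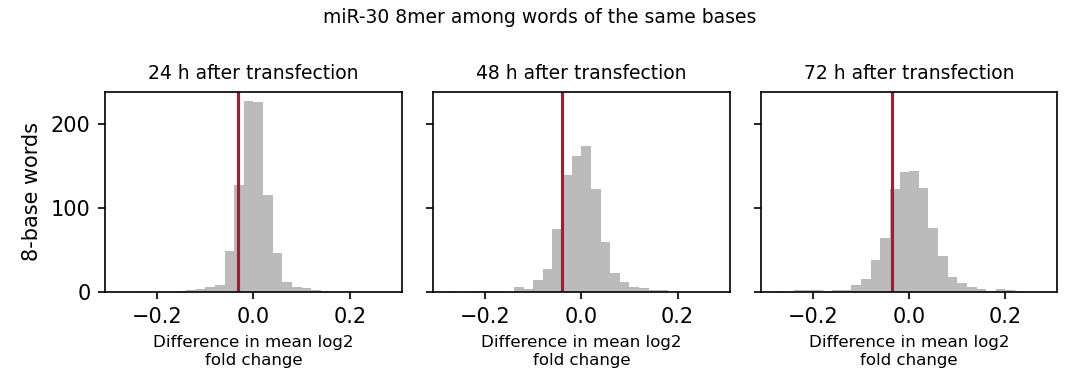
Difference in mean log2 fold change between genes with and without each of the 840 words made of the bases of TGTTTACA in the 3′UTR, at 24, 48 and 72 h, with the miR-30 8mer marked. The miR-30 8mer lies at -0.033, -0.041 and -0.036, within the middle 95% of the words at each time point. The words were not matched for the number of genes that hold them.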

We found that both highly conserved and species-specific predicted miR-30 targets sites were significantly enriched (*p* < 0.05) in genes up-regulated at both 48 and 72 h post-transfection, but as expected not in down-regulated genes (Fig. 4*e*). 

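At 24 h, the difference in mean log2 fold change between genes with an 8mer and genes with no site was -0.033, rank 732 of the 840 words (exact rank, two-sided p = 0.26, adjusted p = 0.38 over the 3 time points). Without removal of the trend on 3′UTR length and GC content it was -0.087. Genes called lower held an 8mer 1.18 times and genes called higher 0.958 times as often as their 3′UTR length alone predicts. The adjusted p in the exact rank were 0.52 and 1.0 over 12 comparisons. With the 7mer-m8 included, the ratios were 1.09 in genes called lower and 1.07 in genes called higher (adjusted p of 0.52 for both). Predicted targets of supplemental Table S2 made up 19.4% of the genes called higher and 22.6% of those called lower (Fisher's exact test, two-sided p = 0.076).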

At 24 h post-transfection, predicted miR-30 target sites were not enriched. Together, these data suggest that our knockdown of miR-30 using LNA30bcd was specific and highly effective in HIECs, particularly in the later time points of our study.

To identify genes that might act as post-translational regulators of SOX9 protein in response to LNA30bcd treatment, we performed Gene Ontology Molecular Function enrichment analysis (40, 41) using Enrichr (42) on genes with predicted miR-30 target sites that were significantly up-regulated (FC > 1.5 and FDR < 0.05) relative to mock treated cells at each time point (see supplemental Table S2 for gene lists). Only three terms were identified as being significantly enriched (adjusted *p* value < 0.05; Fig. 5, *a* and *b*) at any time point in the up-regulated gene sets. Interestingly, these included “ubiquitin-protein transferase activity” and “ligase activity.” 

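The 20 genes that supplemental Table S2 lists under ubiquitin-protein transferase activity at 72 h had a median log2 fold change of 0.33 at 24 h, 0.77 at 48 h and 0.81 at 72 h. At 72 h the highest was FBXL14 at 1.82 and the lowest NEDD4 at 0.57, and 19 of the 20 were called higher, against 4 at 24 h and 13 at 48 h. An 8mer for miR-30 was held by 6 of them. The study chose these genes for being higher in the same samples, so their values are not independent evidence. A list of 268 ubiquitin ligase and conjugating enzyme genes chosen by symbol family, without regard to these samples, was therefore tested as a set with limma's camera. Its median log2 fold change was 0.15 at 72 h, with 161 genes higher and 107 lower and all 3 LNA30bcd libraries moved the same way (adjusted p = 0.092 over 24 set tests with camera in limma). The adjusted p at 72 h ranged from 1.9e-06 with fry to 0.60 with an estimated correlation between genes. At 48 h the median was 0.10 (adjusted p = 0.35 from camera in limma) and at 24 h -0.0067 (adjusted p = 0.84 from camera in limma), and the adjusted p from fry was 1.8e-04 at 48 h and 0.18 at 24 h. With a trend on transcript length and GC content removed, an alternative added after the data were seen, the median at 24 h was 0.0010. With median centring it was 0.041. At 72 h 63 genes of the list were called higher and 32 lower, from TRIM16L at 2.75 to UBA7 at -2.73. By adjusted p alone, 127 were higher and 70 lower over all genes, and 127 and 70 adjusted over the list alone. The paper's adjusted p for ubiquitin-protein transferase activity is 0.0034 at 72 h, 0.20 at 48 h and 0.48 at 24 h.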

Ubiquitin ligase-mediated regulation of SOX9 has been shown previously in chondrocytes (43) and therefore is consistent with our hypothesis that miR-30 may regulate SOX9 protein levels indirectly through control of post-translational modifiers of SOX9.

**FIGURE 5.**
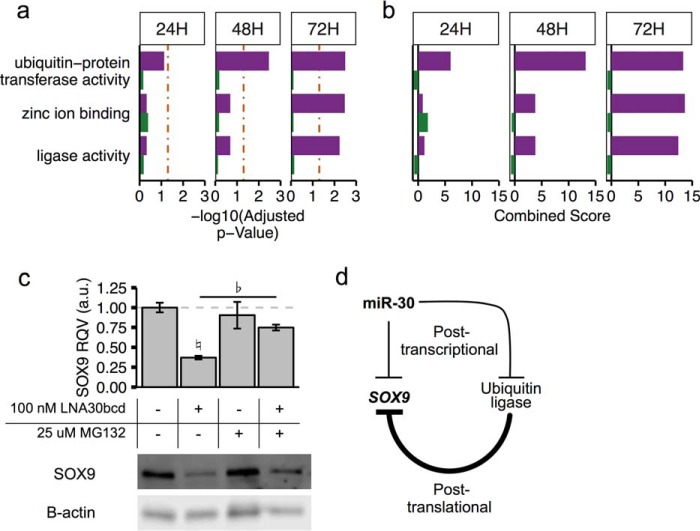
**miR-30 target genes in intestinal epithelial cells are over-represented in the ubiquitin ligase pathway.** *a* and *b*, Gene Ontology Molecular Function enrichment analysis using Enrichr identifies three terms as enriched in the up-regulated gene lists across time points. *p* value (*a*) and combined scores (*b*) shown. *c*, relative SOX9 protein expression in Caco-2 cells subject to mock transfection (*n* = 2 each) or 100 nm LNA30bcd transfection (*n* = 3 each) at 72 h post-transfection following 4 h of treatment with either 25 μm MG132 or vehicle (DMSO). The *bottom panel* shows a representative Western blot. *d*, cartoon showing model of miR-30 regulation of SOX9 mRNA and protein expression levels.

To evaluate whether miR-30 influences ubiquitin ligase-mediated degradation of SOX9 protein, we subjected Caco-2 cells to either mock or LNA30bcd transfection and then treated them with vehicle or MG132, a potent proteasome inhibitor. We found that MG132 treatment for 4 h was sufficient to rescue SOX9 protein expression following LNA30bcd treatment (Fig. 5*c*). This suggests that miR-30 is able to regulate SOX9 protein expression through post-transcriptional regulation of ubiquitin ligases (Fig. 5*d*).

##### miR-30 Promotes IEC Proliferation and Inhibits IEC Differentiation

Based on previous work, altered levels of SOX9 are expected to lead to changes in the balance between proliferation and differentiation (15, 16, 44). Therefore, given the strong regulatory effect of miR-30 on SOX9 protein, we hypothesized that treatment of HIECs with LNA30bcd would affect this balance as well. 

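The β-catenin gene CTNNB1 (Entrez ID 1499; chromosome 3 of GRCh37, 41236232 to 41301587) was at 271 ± 7.99 CPM (SD, n = 3) in LNA30bcd and 409 ± 16.3 CPM (SD, n = 3) in mock cells at 24 h, a log2 fold change of -0.59 (SE 0.045, adjusted p = 1.9e-08 from limma). At 48 h the log2 fold change was -0.57 and at 72 h -0.41 (adjusted p = 1.4e-08 and 5.6e-07 from limma), so that CTNNB1 passed the 1.5-fold change only at 24 h. It lies near that level, and its call at 24 or 48 h changed in 12 alternative values. Without mock replicate 2 of 48 h, CTNNB1 was called at 48 h (-0.61), and without mock replicate 3 of 24 h (-0.56) or LNA30bcd replicate 3 of 24 h (-0.58) it was not called at 24 h. The Notch ligand gene DLL4 (Entrez ID 54567; chromosome 15, 41221538 to 41231271) was called lower at every time point. At 72 h it was at 35.4 ± 1.45 CPM in LNA30bcd and 67.1 ± 3.73 CPM in mock cells, a log2 fold change of -0.92 (SE 0.049, adjusted p = 7.6e-11 from limma), after -0.90 at 24 h and -0.81 at 48 h. The 3′UTR of DLL4 holds a miR-30 8mer at position 59 of 1039, in the sequence TTCCTTCTGCATTGTTTACATTGCA. Those of CTNNB1 and LGR4 hold none. LGR4 (Entrez ID 55366; chromosome 11, 27387508 to 27494337) was at 14.9 ± 1.78 CPM and 25.6 ± 1.82 CPM at 72 h, a log2 fold change of -0.78 (adjusted p = 1.3e-07 from limma), with -0.79 at 24 and 48 h. DLL4 fell by 0.70 in mock and by 0.72 in LNA30bcd cells between 24 and 72 h, and LGR4 by 0.42 and 0.40. A list of 40 proliferation genes chosen without regard to these samples, of which 39 were tested, had median log2 fold changes of 0.064, -0.12 and -0.013 at 24, 48 and 72 h (adjusted p = 0.67 at each from camera in limma, 0.22, 0.71 and 0.0076 with fry, whose direction was upward at each). Of these, 5 were called higher and 7 lower at 24 h, 3 and 4 at 48 h, and 5 and 0 at 72 h. Adjusted over the list alone, 12 were higher and 6 lower at 72 h, against 12 and 8 adjusted over all genes.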

Notably, we found by analysis of the RNA sequencing data that the expression of genes previously associated with proliferation in the intestinal epithelium (Fig. 6*a*), including *CTNNB1* (45), *DLL4* (46), and *LGR4* (47), were significantly reduced. Consistent with this observation, we found that knockdown of miR-30 significantly reduces HIEC proliferation, as measured by [^3^H]thymidine uptake (Fig. 6*b*). At 48 h post-transfection, HIECs showed a 65% reduction in [^3^H]thymidine uptake after treatment with 100 nm of LNA30bcd (*p* < 0.001; Fig. 6*b*).

**FIGURE 6.**
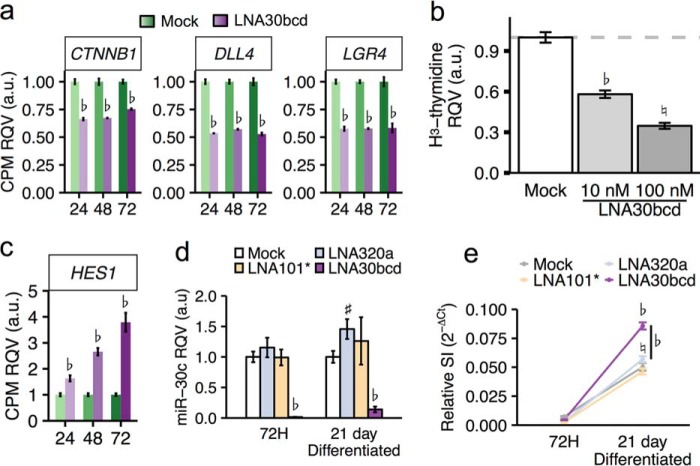
**miR-30 promotes proliferation and inhibits enterocyte differentiation.** *a*, RQV of mean CPM of markers of proliferation in 100 nm LNA30bcd-treated HIECs across time points. Significance was determined by using edgeR generalized linear model accounting for treatment and time. ♭, FDR < 0.001; ♮, FDR < 0.01; #, FDR < 0.05. *b*, RQV of [^3^H]thymidine incorporation in HIECs subjected to mock transfection or LNA30bcd transfection (10 or 100 nm) at 48 h post-transfection (*n* = 12 each). Significance was determined by two-tailed unpaired Student's *t* test. ♭, *p* < 0.001; ♮, *p* < 0.01; #, *p* < 0.05. *c*, RQV of mean CPM of *HES1* (Hairy and Enhancer of Split 1) in 100 nm LNA30bcd-treated HIECs across time points (*n* = 3 each). Significance was determined by generalized linear model accounting for treatment and time. ♭, FDR < 0.001; ♮, FDR < 0.01; #, FDR < 0.05. *d*, RQV of miR-30c by RT-PCR in Caco-2 cells at 72 h and 21 days after either mock transfection (72 h, *n* = 9; 21 days, *n* = 6), 100 nm LNA30bcd transfection (72 h, *n* = 9; 21 days *n* = 6), 100 nm LNA101* (72 h, *n* = 6; 21 days, *n* = 3), or 100 nm LNA320a (72 h, *n* = 9; 21 days, *n* = 6). Significance was determined using two-tailed unpaired Student's *t* test. ♭, *p* < 0.001; ♮, *p* < 0.01; #, *p* < 0.05. *e*, RQV of sucrase isomaltase (*SI*) by RT-PCR in in Caco-2 cells at 72 h and 21 days after either mock transfection (72 h, *n* = 9; 21 days *n* = 8), 100 nm LNA30bcd (72 h, *n* = 9; 21 days, *n* = 9), 100 nm LNA101* (72 h, *n* = 6; 21 days, *n* = 6), or 100 nm LNA320a (72 h, *n* = 9; 21 days, *n* = 9). Significance was determined using two-tailed unpaired Student's *t* test. ♭, *p* < 0.001; ♮, *p* < 0.01; #, *p* < 0.05.

Given the reduced proliferation, we hypothesized that treatment with LNA30bcd may promote differentiation of IECs. We evaluated differential expression of genes known for their role in regulating differentiation in the intestinal epithelium using the RNA sequencing data. Interestingly, we observed a 5-fold increase in *HES1* expression in HIECs transfected with 100 nm LNA30bcd (Fig. 6*b*). 

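HES1 (Entrez ID 3280), on chromosome 3 of GRCh37 from 193853937 to 193856521, was at 11.8 ± 1.43 CPM (SD, n = 3) in LNA30bcd and 7.23 ± 0.731 CPM (SD, n = 3) in mock cells at 24 h, a log2 fold change of 0.70 (adjusted p = 1.9e-04 from limma). With limma's treat HES1 was not called at 24 h (adjusted p = 1.0, range over the alternatives 1.6e-05 to 1.0). At 48 h the means were 12.6 ± 1.20 and 4.76 ± 0.473 CPM, a log2 fold change of 1.39 (adjusted p = 7.4e-08 from limma). At 72 h they were 11.3 ± 1.86 and 2.97 ± 0.269 CPM, a log2 fold change of 1.88 (SE 0.13, adjusted p = 1.4e-09 from limma), which is 3.68-fold. The mock libraries of 72 h held 130 to 142 HES1 reads each. Quantile normalization gave the lowest log2 fold change at 72 h, 1.28, and the other deposited table the highest, 2.00. With each library left out in turn it stayed between 1.75 and 1.96. Between 24 and 72 h, HES1 fell by 1.25 on the log2 scale in mock cells (adjusted p = 1.3e-06 from limma) and by 0.071 in LNA30bcd cells (adjusted p = 0.65 from limma). The 499-base 3′UTR of HES1 holds no miR-30 site.

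**Figure D3:**
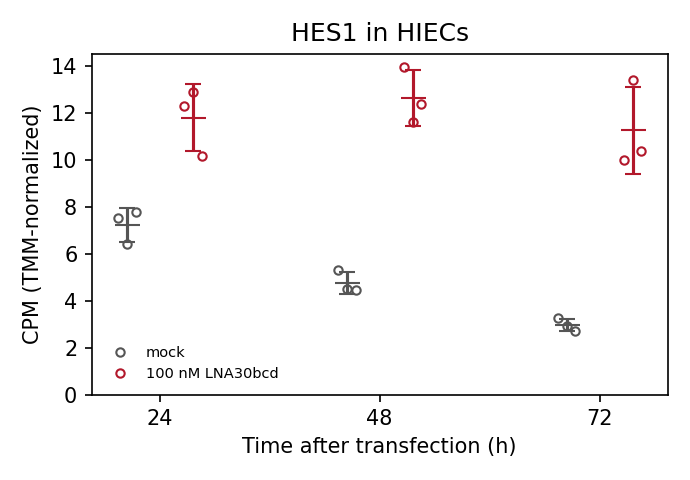
CPM of HES1 in each library (points) by hours post-transfection for mock and LNA30bcd cells, with the mean and SD of the 3 replicates. The mock mean falls from 7.23 CPM at 24 h to 2.97 CPM at 72 h, and the LNA30bcd means stay between 11.3 and 12.6 CPM.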

*HES1* is an early marker of enterocyte differentiation in the intestinal epithelium (48). The Caco-2 cell line is one of very few cell models that will spontaneously differentiate into small intestinal enterocyte-like cells and express key markers of mature enterocytes upon reaching confluency (49, 50). To test whether miR-30 regulates enterocyte differentiation of IECs, we transfected Caco-2 cells with 100 nm LNA30bcd and allowed the cells to differentiate on Transwell membranes (see “Experimental Procedures”). With a single transfection of LNA30bcd, we observed significant and sustained knockdown of miR-30 levels for 21 days, the latest time point measured (Fig. 6*d*). At 21 days post-transfection, we also observed that Caco-2 cells transfected with LNA30bcd expressed significantly higher levels of sucrose isomaltase, a classic marker of differentiated enterocytes (51), compared with mock transfected cells or those transfected with LNAs against other miRNAs (Fig. 6*e*). Taken together, our data suggest that miR-30 normally acts to promote proliferation and inhibit enterocyte differentiation in the intestinal epithelium through a broad regulatory program that includes the proteasome pathway.

## Discussion

In this study, we sought to investigate miRNA control of intestinal epithelial proliferation and differentiation. Our starting point was to identify miRNAs that might regulate SOX9, a key transcription factor in intestinal epithelial homeostasis. We focused on miR-30 because it has a *SOX9* target site that is broadly conserved across vertebrates, including human and rodent, and it is robustly and variably expressed among stem, progenitor, and differentiated cell types of the intestinal epithelium. Upon knockdown of miR-30 in two intestinal-relevant cell lines, we unexpectedly found inverse effects on SOX9 mRNA and protein expression. We performed next generation high throughput RNA sequencing and found that up-regulated genes with predicted miR-30 target sites were most significantly enriched for ubiquitin ligases. Post-translation regulation of SOX9 by UBE3A has been described previously (43). Moreover, UBE3A does have a predicted miR-30 target site and is up-regulated in LNA30bcd-treated HIECS. However, the predicted miR-30 target site in *UBE3A* is human-specific. It is therefore possible that the inverse relationship between *SOX9* mRNA and protein in response to LNA30bcd treatment is human-specific. 

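The gene UBE3A (Entrez ID 7337) lies on chromosome 15 of GRCh37 from 25578875 to 25684198, on the minus strand. In LNA30bcd and mock HIECs it was at 115 ± 7.30 and 86.7 ± 6.21 CPM (SD, n = 3) at 72 h, a log2 fold change of 0.41 (SE 0.057, adjusted p = 7.2e-06 from limma), or 1.33-fold, below the 1.5-fold change set for calls. At 48 h the log2 fold change was 0.17 (adjusted p = 0.016 from limma). At 24 h UBE3A was lower in LNA30bcd cells, at 91.5 ± 0.550 against 101 ± 4.41 CPM, a log2 fold change of -0.15 (adjusted p = 0.037 from limma, range over the alternatives 0.0024 to 1.0). With the trend on transcript length and GC content removed, an alternative chosen after the data were seen, it was 0.0082 at 24 h. The longest annotated 3′UTR of UBE3A has 6353 bases and holds 1 miR-30 site, a 7mer-A1 (GTTTACA) that lacks the match to the eighth base of miR-30, at position 2194 in the sequence AAGTACAAGTAGGTTTACATTACTG. It holds no 8mer and no 7mer-m8.

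**Figure D4:**
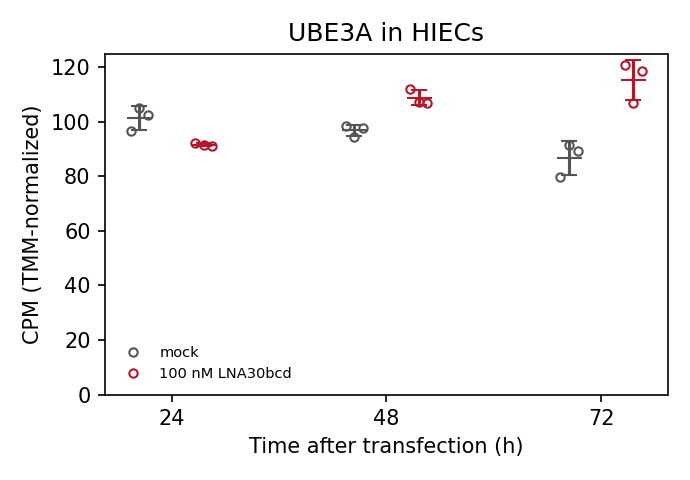
CPM of UBE3A in each library (points) by hours post-transfection for mock and LNA30bcd cells, with the mean and SD of the 3 replicates. The LNA30bcd mean is below the mock mean at 24 h (91.5 and 101 CPM) and above it at 72 h (115 and 86.7 CPM).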

More research will be needed to identify the specific miR-30-directed ubiquitin ligase protein that acts on SOX9 protein in intestinal epithelial cells.

Knockdown of the miR-30 family in HIECs and Caco-2 cells resulted in reduced proliferation and enhanced enterocyte differentiation. This finding is consistent with the relatively higher expression levels of miR-30 in proliferating subpopulations, such as the progenitors, compared with non-proliferating enterocytes (Fig. 1*b*). Previous literature investigating the role of miR-30 suggests a dosage- and cell type-specific response on proliferation. Although increased proliferation has been seen in many cancer cells in response to reduced miR-30 levels, a number of studies have found knockdown of miR-30 to result in decreased proliferation (52). In terms of differentiation, the miR-30 family has been shown to regulate myogenic and osteoblastic differentiation. Up-regulation of miR-30 family members in myoblasts promotes differentiation (53). Alternatively, knockdown of miR-30 in an osteoblast precursor cell line promotes differentiation (54). Our results, and those of previous studies, emphasize the importance of conducting cell type-specific analyses on miRNA regulatory networks. Moreover, further research is warranted to evaluate miR-30 regulatory networks in the intestinal epithelium *in vivo*.

More broadly, our RNA sequencing revealed a complex and widespread network of genes influenced by knockdown of a single miRNA family. 

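Across the 3 time points, genes with a miR-30 8mer in the 3′UTR had median log2 fold changes of -0.047 at 24 h, -0.019 at 48 h and 0.0052 at 72 h, and 46.4, 48.7 and 50.3% of them were higher in LNA30bcd cells. Genes whose best site was a 7mer-m8 had medians of 0.010, 0.075 and 0.11. Genes with neither had medians of 0.0031, -4.5e-04 and -0.016. These medians were taken without removal of a trend on 3′UTR length.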

Through time course mRNA profiling following knockdown of a single miRNA family, we found that the effect of treatment with LNA30bcd on miR-30 target genes was only beginning to emerge at 24 h, evident at 48 h, and very robust at 72 h post-transfection. Most studies using LNAs against target miRNAs evaluate knockdown and gene expression changes at a single time point post-transfection. It is clear from our data that there are highly variable effects of miRNA knockdown across a span of only 2 days, emphasizing the importance of evaluating multiple time points following treatment with LNAs. 

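The effect of LNA30bcd differed between 72 and 24 h for 5683 of 10096 genes (limma interaction, Benjamini-Hochberg adjusted p under 0.05). In 2993 of them the effect had the same direction and was larger at 72 h, in 661 it was smaller, and in 2029 it had opposite directions at the 2 time points. The log2 fold change was larger in size at 72 h than at 24 h for 6933 genes (68.7%). Across genes, which are not independent replicates, the log2 fold changes of 24 and 72 h had a Pearson r of 0.75 (Spearman rho 0.66), those of 24 and 48 h an r of 0.88 (rho 0.83), and those of 48 and 72 h an r of 0.93 (rho 0.90). Of the genes called at both 24 and 72 h, 1536 had the same direction and 32 the opposite one. At 72 h only, 1171 genes were called, and at 24 h only, 309. Within an arm, 4074 genes changed between 24 and 72 h in mock cells and 5977 in LNA30bcd cells, where the sequencing pool changes along with time.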

In Caco-2 cells we observed significant knockdown of miR-30 even 21 days following a single transfection with LNA30bcd; therefore, it would of interest to evaluate gene expression at this time point to determine whether the effects on miR-30 target genes are still robust. Detailed time course studies may help elucidate the short term and long term effects of LNA treatment, which has relevance both for experimental design and for therapeutic development.

Our analyses provide new evidence that miR-30 plays a significant role in regulating proliferation and differentiation in the intestinal epithelium. Further analyses *in vivo* (mouse) or through *ex vivo* culture systems (mouse or human) are warranted to extend the definition of the function of miR-30 across distinct cell types of the intestinal epithelium in health and disease. This study represents one of the very first to investigate the regulatory activity of a specific miRNA in intestinal epithelial cells using a highly interdisciplinary strategy and therefore provides a blueprint for similar studies of other miRNAs.

## Experimental Procedures

### 

#### 

##### Animals

All animal studies were approved by the University of North Carolina at Chapel Hill Institutional Animal Care and Use Committee (protocol 13-162). *Sox9-EGFP* female mice (20–22) on a CD1 background were fed a standard chow diet (Prolab RMH3000) *ad libitum*. Eleven-week-old mice were euthanized with a lethal dose of Nembutal (150 μg/gram of body weight) and were processed for jejunal IEC dissociation and fluorescence-activated cell sorting.

##### IEC Dissociation for Flow Cytometry and FACS

The small intestine was dissected and flushed with ice-cold PBS to remove contents and then divided into three equal sections. The middle section was considered jejunum and was prepared for FACS as previously described (21, 23). IECs were sorted using a Mo-Flo XDP cell sorter (Beckman-Coulter, Fullerton, CA) at the University of North Carolina Flow Cytometry Core Facility using previously described gating parameters (20, 21, 23). Cells that stained for CD31 (BioLegend, San Diego, CA), CD45 (BioLegend, San Diego, CA), and or annexin V (Life Technologies), were excluded prior to sorting. Following sorting, cells were pelleted by centrifugation, and total RNA was isolated using the Norgen Total RNA kit (Norgen Biotek, Thorold, Canada) as per the manufacturer's instructions. Nanodrop 2000 was used to quantify RNA.

##### Quantitative RT-PCR

TaqMan microRNA reverse transcription kit (Applied Biosystems) and high capacity RNA to cDNA kit were used as per the manufacturers' instructions to generate complementary DNA for miRNA and gene expression assays, respectively. RT-PCR was performed using TaqMan Universal PCR Master Mix (Applied Biosystems) for miRNA RT-PCR and Gene Expression Master Mix (Applied Biosystems) for mRNA quantification. RT-PCR assays were run on a Bio-Rad CFX96 Touch real time PCR detection system (Bio-Rad). The assays were performed in triplicate using either *U6* (miRNA expression) or *RPS9* (mRNA expression) as an internal control. All TaqMan assays were purchased from Applied Biosystems and include: miR-30a (assay 000417), miR-30b (assay 000602), miR-30c (assay 000419), miR-30d (assay 000420), miR-30e (assay 002223), miR-101a (assay 002253), miR-101b (assay 002531), miR-320a (assay 002277), miR-145 (assay 000467), *U6* (assay 001973), *Sox9* (assay Mm00448840_m1), *Rps9* (assay Mm00850060_s1), *SOX9* (assay Hs01001343_g1), *HES1* (assay Hs00172878_m1), sucrose isomaltase (assay Hs00356112_m1), and *RPS9* (assay Hs02339424_g1).

##### Cell Culture and Transfections

HIECs were acquired from the Beaulieu laboratory (55) and were cultured in OptiMEM 1 (Life Technologies) supplemented with 10% FBS (Life Technologies), 0.01 m HEPES (Life Technologies), and 5 ng/ml hEGF (Invitrogen). The cells were used between passages 20 and 30 and were maintained at 70% confluency. HIECs were seeded onto tissue-culture treated plates and transfected at 70% confluency with 3.25 μl/ml Lipofectamine 2000 (Life Technologies).

*Caco-2* cells were cultured in high glucose DMEM (Sigma-Aldrich) supplemented with 10% FBS. The cells were used between passages 18 and 30 and were maintained at 70% confluency. Caco-2 cells were seeded onto tissue-culture treated plates and transfected at 70% confluency with 1.875 μl/ml Lipofectamine 3000 (Life Technologies).

Locked Nucleic Acids were purchased from Exiqon (Woburn, MA) including hsa-miR-101* (catalog no. 4101585–101), mmu-miR-30bcd (catalog no. 199900), and hsa-miR-320a (catalog no. 4101458–101). LNAs against mouse miR-30 family members are cross-reactive with the human miR-30 family.

For MG132 treatment studies, 6 μl of 10 mm MG132 (Z-Leu-Leu-Leu-al; Sigma-Aldrich, catalog no. C2211) or DMSO vehicle was added to each well of a 6-well plate for a final concentration of 25 μm MG132 at 68 h post-transfection. Following a 4-h treatment, the cells were isolated for RNA and protein as described below.

##### Caco-2 Differentiation

Similar to methods previously described (24, 56, 57), Caco-2 cells between passages 23 and 27 were grown on 100-mm tissue culture-treated plates (Corning catalog no. 430167). At 70% confluency, cells were transfected with 100 nm LNA against miR-30bcd, miR-320a, or miR-101*. At 24 h post-transfection, the cells were trypsinized, and 2 × 10^5^ cells were seeded onto Transwell inserts (Costar catalog no. 3460; Fisher Scientific). Reseeding onto the Transwells following transfection was done to avoid differences in cell density caused by cell death or changes in cell proliferation following transfection with each LNA. Differentiation was monitored every other day using transepithelial electric resistance beginning at 72 h post-transfection. The cells were considered fully differentiated after 1 week following the beginning of the transepithelial electric resistance plateau (58). Throughout differentiation, the medium was changed from both the top and bottom wells every other day following transepithelial electric resistance measurement. At 72 h post-transfection, undifferentiated cells were harvested for RNA. At 21 days post-transfection, differentiated cells were harvested for RNA.

##### Western Blot

Protein was isolated from cells as previously described (38) and was quantified using the Pierce Microplate BCA protein assay kit - reducing agent compatible (Thermo-Scientific), run on Bio-Rad Any-kDa Mini-Protean TGX precast gels, and transferred to nitrocellulose membranes in the Bio-Rad Midi Transfer Packs using the Bio-Rad Trans-Blot turbo blotting system. The membranes were blocked 1 h in 5% milk, before being probed overnight at 4 °C with SOX9 antibody (1:800, Abcam catalog no. ab26414). Secondary antibody was applied for 2 h following wash steps at the following dilutions: goat α-rabbit (1:4000, Abcam ab97069). Preconjugated β-actin-HRP (1:40,000, Sigma-Aldrich catalog no. A3854) was applied for 20 min and used as loading control. Western blot densitometry analysis was done using ImageJ.

##### RNA Sequencing

Total RNA from mock and miR-30bcd LNA-treated HIECs were isolated at 24, 48, and 72 h post-transfection. RNA quality was assessed using Agilent RNA Nano 6000 kit (Agilent Technologies, Inc, Santa Clara, CA) and then run on a Bioanalyzer 2100 (Agilent). All samples had high RNA integrity numbers, with RNA integrity numbers above 9.2 (with an average of 9.7). Samples were submitted to the University of North Carolina High Throughput Sequencing Facility for TruSeq Stranded Total RNA library preparation (Illumina, San Diego, CA) and paired end 50-bp sequencing on a HiSeq 2000 (Illumina) multiplexing 6 samples/lane.

##### Bioinformatics

Following sequencing and demultiplexing by the University of North Carolina High Throughput Sequencing Facility, reads were aligned to the hg19 genome using MapSplice (59), and transcripts were quantified using RSEM (60) by the University of North Carolina Bioinformatics Core Facility. Samples had an average of 119 million reads, with 94.6% of reads uniquely mapping. Differential gene expression analysis was conducted using edgeR (36). Genes with low expression (CPM < 10 in more than half the samples) were filtered out of our analysis. Gene counts were then normalized using trimmed mean of the M-values (TMM) method and evaluated for differential gene expression. Raw sequencing data, as well as the raw and normalized count tables, are available through GEO (accession no. GSE79923).

## Author Contributions

B. C. E. P. conceptualized experiments, conducted or supervised all experiments, analyzed and interpreted data, prepared figures, and drafted and revised the manuscript. A. T. M. provided assistance with animal experiments including colony maintenance and the preparation and sorting of cells from the Sox9-EGFP animals. J. S. and S. F. conducted experiments under the supervision and guidance of B. C. E. P. J. G. S. assisted with experiments using radiolabeled [^3^H]thymidine. P. K. L. provided assistance with conceptualization, experimental design, and interpretation. P. S. obtained funding, conceptualized experiments and experimental design, interpreted data, supervised the overall study, and revised the manuscript.

## Supplementary Material

Supplemental Data

# Supplementary material for: miR-30 Family Controls Proliferation and Differentiation of Intestinal Epithelial Cell Models by Directing a Broad Gene Expression Program That Includes SOX9 and the Ubiquitin Ligase Pathway
**Source:** J Biol Chem. 2016 Jun 3;291(31):15975–84. doi: 10.1074/jbc.M116.733733
**Supplement:** Supplemental Data

miR-30 family controls proliferation and differentiation of intestinal epithelial cell models by directing a broad gene expression program that includes SOX9 and the ubiquitin ligase pathway — miR-30 Family Controls Proliferation and Differentiation of Intestinal Epithelial Cell Models by Directing a Broad Gene Expression Program That Includes SOX9 and the Ubiquitin Ligase Pathway — miR-30 in Intestinal Epithelial Homeostasis — Supplemental Data 

# miR-30 Family Controls Proliferation and Differentiation of Intestinal Epithelial Cell Models by Directing a Broad Gene Expression Program That Includes SOX9 and the Ubiquitin Ligase Pathway

## Supplemental Data

- Supplemental Table 1: Differential gene expression data (.xlsx, 957 KB) - Differential gene expression analysis using edgeR of RNA-sequencing data in LNA30bcd treated human intestinal epithelial cells (HIECs), across three time points. Data for each time point is provided as an individual TAB in the XLSX file.
- Supplemental Table 2 (.xlsx, 283 KB) - Differentially expressed predicted miR-30 target genes for each time point are provided in TAB 1. Subsequent TABs contain Gene Ontology Molecular Function Enrichment analysis data generated using Enrichr.

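For each gene called at a time point, supplemental Table S1 gives the log2 fold change of LNA30bcd over mock cells, the mean log2 CPM, the likelihood ratio statistic with its p-value and false discovery rate, and the tagwise dispersion, all from the generalized linear model of edgeR. The table was read only in part, with 1998 genes of its 24 h sheet, 1999 of its 48 h sheet and 1998 of its 72 h sheet. For these genes, the paper's log2 fold changes had a median absolute difference of 0.0027 from those computed from the CPM at 24 h, 0.0037 at 48 h and 0.0055 at 72 h. All of them had the same direction in both, and limma called 98.9, 98.6 and 100% of them.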

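Supplemental Table S2 lists the called genes that carry a predicted miR-30 site, with 171 higher and 282 lower at 24 h, 390 and 373 at 48 h, and 508 and 397 at 72 h. The lists are restricted to genes called on these samples and leave out predicted targets that did not change. In the annotated 3′UTRs searched here, 35.5, 36.4 and 38.7% of the listed higher genes at 24, 48 and 72 h held an 8mer, against 41.8, 41.5 and 43.3% of the listed lower genes. Among the called genes that are not listed, between 1.94 and 4.76% did.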

How the deposited data were processed for this re-analysis (not part of the article)

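RNA sequencing of HIECs was analysed for mock transfection and transfection with 100 nM LNA30bcd at 24, 48 and 72 h, with 3 replicates in each of 6 groups and 18 libraries in all. The conditions were taken from the sample labels. The authors prepared stranded total RNA libraries, aligned the reads to hg19 with MapSplice, quantified genes with RSEM and tested differences with a generalized linear model in edgeR. Whether the quantification used the strand of the reads is not named in the text searched. The libraries of each time point were 1 sequencing pool, and pool was not separable from time.

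The deposited values are signal values that the authors had normalized before they were deposited, and not counts. In the table of 20531 genes, each library had been divided by its upper quartile, set to 1000. In the table of 10096 genes, the CPM equal the TMM-normalized CPM of the rounded values of the first table. Reads per gene were recovered from the first table as multiples of the smallest step of each library. In every library at least 90.5% of all values above 0 and at least 95.3% of the low values were whole multiples. Recovered reads on genes were between 30395263 and 57313191 per library, with a mean of 43457249. Values between whole multiples were rounded to the nearest read. At 10 CPM, between 291 and 553 reads lay behind a value.

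Genes were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with trend) on log2(CPM + 0.1) over all 10096 genes and 18 libraries, with 6 group means and no other terms. LNA30bcd was compared with mock within each time point, the effect at 72 h with that at 24 h, and 72 h with 24 h within each arm. P-values were adjusted by the Benjamini-Hochberg method within each comparison. A gene was called at an adjusted p under 0.05 and a fold change above 1.5. Called counts were compared with those of all 10 splits of the 6 libraries of a time point into 3 and 3. Single genes were also given an exact two-sided permutation test of 3 libraries against 3, which cannot fall below 0.1. A fold against a group with at most 3 reads in every library was computed against 3 reads, on the CPM scale for genes in the CPM table, and is a lower bound.

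Of the genes that the text of the paper names, SOX9, HES1, CTNNB1, DLL4, LGR4, UBE3A and SI were taken. The RT-PCR control gene RPS9, which the paper also names, was not among them. Further named genes were the 3 largest rises and the 3 largest falls at 72 h among called genes without overlap between the arms. The members of lists of at most 12 genes, and the highest and lowest of the study's ubiquitin-protein transferase genes, were also named. The other genes named (TRIM16L, UBA7, TRIB3, DOCK9, NPM1 and ESR1) were chosen after their values were seen.

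Gene sets were tested with camera in limma (preset correlation 0.01) at each time point and adjusted over 24 tests. The lists were ubiquitin ligases and conjugating enzymes by symbol family (268 genes), proliferation (40), interferon response (35), p53 targets (25), ATF4 targets (35), enterocyte and epithelial (12), mesenchymal (8), and actin and adhesion (24). They were written without the expression values, but the ATF4 and actin lists were written after the study's supplementary lists of changed genes had been read. Sites for miR-30 were searched in the longest 3′UTR per gene in GENCODE release 44 on GRCh37, for 9813 genes with a 3′UTR of at least 30 bases. Genes were matched by Entrez ID or symbol, and 98.9% of the 10096 genes had a match. The rank of the miR-30 8mer was taken among all 840 words of its bases. Genes detected in LNA30bcd cells and not in mock cells were compared by their distance to expressed neighbours on the same strand. Here expressed means at least 10 reads per 1000000 and near means within 10000 bases.

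Distances and principal components were computed on the CPM as given, and trees with complete linkage, since the paper names Euclidean distance and the text names neither the scale nor the linkage. Scripts used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9. The count test was the quasi-likelihood test of edgeR 4.0.16 on the recovered reads.

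Alternatives set before the data were examined were pseudocounts of 0.5 and 1, filters of 10 CPM in at least 9 or in all 18 samples, the other deposited table over the same genes and over all its genes, quantile normalization, median centring, no trend, the libraries of each time point alone, the replicate number as a block, treat, the count test, each library left out in turn, other scales and linkages for the tree, fry and an estimated correlation for the sets, and other site and 3′UTR definitions. Removal of a trend on transcript length and GC content, alone and with the block, and the share of genes with sites among called genes were added after the data were seen. The procedures were tested on simulated data. With 200 genes changed 2-fold, limma called 99.5% of them and none of the others. Of a raised and an unchanged set of 100 genes each, camera called the raised one alone.

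RT-PCR, Western blot, reporter, thymidine and Caco-2 measurements were not analysed here. The miRhub enrichment was not repeated, since it depends on target predictions that were not at hand, and the GO enrichment was not recomputed.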

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

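All values here come from the same 18 libraries as the passages. The tests of other splits of the libraries, of active surroundings, of direct relief of repression and of a control LNA were chosen before the result was seen, and the other tests in this part were chosen only after the result was seen.

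The effect of LNA30bcd differed between 72 and 24 h for 5683 of 10096 genes by a test of the difference itself, and for 2029 of these the effects had opposite directions. With fewer genes called at 24 h (2119) than at 72 h (4225), lower depth at 24 h would be a candidate explanation. At an equal depth of 30395273 reads per library, 2132 genes were called at 24 h and 4225 at 72 h, which argues against it. A larger spread between the libraries of 24 h is also argued against, since the median residual SD was 0.0547 on the log2 scale at 24 h and 0.138 at 72 h. At each of the 3 time points, 1 of the 10 splits of the 6 libraries gave as many called genes, and it was the real one. The other 9 splits gave 0 called genes each, and at most 66, 396 and 2719 genes with an unadjusted p under 0.05 at 24, 48 and 72 h, against 6592, 7507 and 7846 for the real one. The smallest share that 10 splits can give at a time point is 0.1. A biological change of the response with time, or with the amount of LNA30bcd left in the cells, stays open and was not tested.

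Among the genes that the paper names, the effect at 72 h minus that at 24 h was 1.17 for SOX9, 1.18 for HES1, 0.18 for CTNNB1 and 0.56 for UBE3A on the log2 scale (adjusted p = 1.0e-07, 4.8e-05, 0.023 and 3.1e-05 from limma). For SOX9 and HES1 most of it came from a fall in mock cells between 24 and 72 h, by 0.95 and 1.25. The sequencing pool changed between the time points. A pool that shifts both arms alike would leave this difference at 0, and 1.17 for SOX9 argues against the pool as its whole cause. Growth and crowding of the mock cells in culture is a possible explanation for the mock change. The median log2 change of the proliferation list between 24 and 72 h in mock cells was -0.56. In LNA30bcd cells it was -0.41, while SOX9 rose by 0.22 and HES1 changed by -0.071, so that the list fell in both arms and SOX9 and HES1 followed it only in mock cells. Both arms of a time point share a pool, and culture time and pool cannot be told apart for the change within the mock arm.

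Of the genes with the largest changes at 72 h, the difference between 72 and 24 h was 0.73 for SLC15A1, 5.08 for MYCT1, 1.86 for FGF18, -4.28 for NPTX1, -2.71 for GRIN2A and -2.75 for KRTAP1-5 (adjusted p from 6.8e-10 for NPTX1 to 0.026 for SLC15A1, limma). SLC15A1 and MYCT1 had at most 2 reads in the mock libraries of 72 h, so their fitted values depend on the pseudocount. Among the keratin and mesenchymal genes, the differences were -0.61 for KRT8, -0.72 for KRT18, -0.84 for VIM, -1.67 for COL1A1, -1.45 for COL1A2, -2.90 for COL3A1, -0.75 for FN1, -3.07 for ACTA2, -1.14 for PDGFRB and -1.57 for THY1. FN1 had the highest adjusted p of these (0.046 from limma) and its log2 fold change at 72 h (-0.28) rests on LNA30bcd 72 h replicate 2, without which it was 0.10. For the lists, the median difference was 0.20 for ubiquitin (adjusted p = 0.015 from camera in limma), 0.64 for interferon response (0.036), -1.51 for mesenchymal (5.5e-08) and -1.09 for actin and adhesion (2.2e-13). The adjusted p from fry were 2.7e-05, 0.039, 2.0e-14 and 2.6e-13. The actin and adhesion list was written after the study's lists of genes changed in these samples had been read. Its p-values are therefore not independent evidence. The mesenchymal list holds 8 genes and all of them are expressed in the mock cells, so that it does not by itself speak of another cell type. No biological explanation was tested for these genes and lists beyond the time point.

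In the table of all genes, 5921 genes had at most 3 reads in every mock library at 24 h, 5571 at 48 h and 5702 at 72 h, and are called silent here. More than 3 reads in every LNA30bcd library were found for 502, 645 and 823 of them, or 8.48, 11.6 and 14.4%. The paper reports on the genes that pass its CPM filter and not on silent genes as a group. The opposite, a gain of reads in every mock library over silent LNA30bcd libraries, held for 35, 38 and 44 genes, or 0.682, 0.831 and 1.00%. Library depth is argued against, since at equal depth the LNA30bcd library with the fewest detected genes at 24 h still had 836 more than the mock library with the most. A uniform background such as genomic DNA would reach genes far from others as often as genes near them. Of the silent genes with no gene within 50000 bases on the same strand, 4.45% gained reads at 24 h. The share was 48.6% with an expressed gene within 10000 bases upstream on the same strand and 12.6% with one downstream on it. Neighbours on the other strand were not examined. These shares argue against a uniform background. The difference between upstream and downstream (Fisher's exact test, two-sided p = 6.57e-15) argues against active surroundings on either side along the same strand. Relief of direct repression is argued against as the main cause, since 11.6% of the genes gained at 24 h with a 3′UTR held an 8mer or a 7mer for miR-30.

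These shares are consistent with transcription past the end of the upstream gene (48.6% behind an expressed upstream gene at 24 h), which stays a hypothesis because it was found and tested on the same libraries. At 24 h the share fell with distance, from 50.4% within 5000 bases to 5.46% beyond 50000 bases. In data simulated from the mock libraries of 72 h with genes planted at random, 1.28% of those behind an expressed gene and 3.41% of those before one gained reads. With genes planted behind expressed genes, the shares were 57.1 and 0%, which the planting itself sets. The simulated shares check the counting only and are no evidence for the hypothesis. Whether the reads follow from loss of miR-30 or from delivery of an oligonucleotide cannot be told apart, since 0 libraries came from cells with a control LNA. The strand of the reads was not at hand, and splicing of the reads was not analysed here.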

How the results depend on the processing

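The alternatives were chosen before the data were examined, apart from the removal of a trend on transcript length and GC content and its combination with the replicate block, which were chosen only after the results were seen. For 73 results, 1093 alternative values were computed, of which 1041 kept the direction and the side of the threshold, or for counts stayed within 1.5 times. This held for all 63 values of SOX9, all 63 of DLL4, 62 of 63 of LGR4, 56 of 57 of HES1 and 51 of 63 of CTNNB1. For single genes and lists, 15 other values were weaker and 6 stronger, 12 of these for CTNNB1, which lies close to a 1.5-fold change. These counts leave out values that changed direction, and the ubiquitin and proliferation lists that were stronger with fry. HES1 and other genes below the stricter CPM filters have no value under those filters.

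Counts of called genes moved most where the set of genes or the null value changed, as the construction of these alternatives implies. With treat against a fold change of 1.5, 434 genes were higher and 545 lower at 24 h, 1069 higher and 1003 lower at 48 h, and 3219 were called at any time point. Over the genes with at least 10 CPM in all 18 samples, 477, 1109 and 1409 genes were higher at 24, 48 and 72 h. Genes that are near 0 in mock cells are removed by this filter. Over all genes of the other deposited table, 3312, 5034 and 5718 genes were higher, 9863 were called at any time point and 9091 changed over time in LNA30bcd cells. With the replicate block, 5044 genes were called at any time point. The replicate numbers do not pair the samples, since the residuals of replicates with the same number had correlations between -0.71 and 0.67, with 2 of 9 above 0.1.

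With 1 library left out in turn, the number called at any time point was between 4982 and 5219 across 18 fits, and the number with a different effect at 72 and 24 h between 5234 and 6852 across 12 fits, the highest without LNA30bcd 72 h replicate 2. FN1 at 72 h was between -0.47 and 0.10 across 6 such fits, and its direction changed without LNA30bcd 72 h replicate 2 (0.10). Under quantile normalization FN1 was at 0.00, as the gene with the most reads is given the same value in each library by construction.

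The grouping of the samples followed the scale. On the CPM, 3 LNA30bcd libraries of 24 h were placed with mock libraries, and on log2(CPM + 0.1), on z-scores and over the 500 most variable genes 0 were. Across the 18 trees that each left out one library the number was between 0 and 3, and it was 0 without LNA30bcd 72 h replicate 2. Since 50 genes hold 83.9% of the variance of the CPM, the log2 scale gives weight to other genes. Without the 50 genes with the highest mean CPM, 3 libraries were still placed with mock libraries. Whether a few genes cause the difference between the scales was therefore not settled.

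The outcome of the set tests differed between camera and fry, which tests another null hypothesis. With fry, the ubiquitin list passed the threshold at 48 h (median 0.10, adjusted p = 1.8e-04, range over its alternatives up to 0.85) and at 72 h (0.15, adjusted p = 1.9e-06, range up to 0.60), and the proliferation list at 72 h in the upward direction, although its median was -0.013 (adjusted p = 0.0076, range up to 0.97). The direction given by fry was upward and that of camera downward for the proliferation list at 48 h (-0.12) and the interferon list at 72 h (-0.20). Over all lists except ubiquitin, 11 tests passed with the preset correlation of camera, 8 with an estimated one and 14 with fry, the proliferation list at 72 h included. With the trend on transcript length and GC content removed, the ubiquitin list at 24 h had a median of 0.0010, the mesenchymal list at 24 h was at 0.027, and UBE3A at 24 h at 0.0082 with and without the replicate block. With median centring the mesenchymal list at 24 h was at 0.066 and the ubiquitin list at 24 h at 0.041, in place of -0.0067 for the latter. These values lie near 0, and the cause of the changes was not tested.

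With the 7mer-m8 counted as a site, the difference between genes with and without a miR-30 site was 0.0054 at 48 h and 0.017 at 72 h, in place of -0.041 and -0.036, and none of the site definitions passed the threshold. The cause was not tested. Depth limits the fold of genes near 0 reads in mock cells, such as SLC15A1 and MYCT1 with at most 2 reads, for which lower bounds are given.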

Differences from the paper's values

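The tests in this part were chosen before the data were examined, apart from those of sites and of the paper's predicted targets among called genes. These were chosen only after the results were seen. Of 40 values that the paper states or shows and that were also computed here, 2 differed by the rule used, which asks for more than 1.5 times between folds or counts and for more than the replicate error between log2 fold changes. The paper's mean number of reads per sample is 119 M (M for 1000000), and the mean number of reads on genes was 43.5 M. The first is stated for reads of paired-end libraries and the second counts what was quantified on genes, so the values may not be in the same unit, and whether the paper counts both ends of a pair was not settled. For KRTAP1-5 at 72 h, the paper's log2 fold change is -5.12 and the value here was -4.88. Of the alternatives set before the data were examined, the count test on recovered reads (-5.13), the fit without LNA30bcd 72 h replicate 1 (-4.93) and the fit without mock 72 h replicate 2 (-4.93) came within the error of the paper's value. The pseudocounts of 0.5 (-4.15) and 1 (-3.60), the other deposited table (-4.77), quantile normalization (-6.22), median centring (-4.91), the remaining fits without 1 library, the fits without trend, with the block and of the time point alone, and treat did not.

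The paper gives a larger fold for HES1 in its text than the 3.68-fold at 72 h found here, a difference within 1.5 times. The fold was between 2.42-fold with quantile normalization and 4.00-fold with the other deposited table. The ratio of the mean CPM at 72 h was 3.79, and Fig. 6 shows about 3.8, read by eye.

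The paper states that miR-30 sites are enriched in the genes that rise at 48 and 72 h. It tested lists of changed genes with miRhub, on predicted sites graded by conservation, and that test was not repeated. The sites here are seed matches without regard to conservation, so the values are not from the same test. The genes with an 8mer differed from those with neither site by -0.041 at 48 h and -0.036 at 72 h, and no site definition passed the threshold. Genes called higher held a 7mer-m8 or 8mer 1.12 and 1.11 times as often as 3′UTR length alone predicts at 48 and 72 h. For genes called lower the ratios were 0.934 and 0.919. These lie in the paper's direction, but the adjusted p was at least 0.52. For the 8mer alone the ratios were 1.06 and 1.07 in genes called higher and 0.998 and 1.06 in genes called lower. The share of predicted targets of the paper's own list was higher among genes called higher than among those called lower at 72 h (23.1 against 19.3%, Fisher's exact test, two-sided p = 0.0026), on genes that the study chose from these samples. At 48 h the shares were 21.9 and 21.4% (Fisher's exact test, p = 0.71). At 24 h they were 19.4 and 22.6%, in the other direction (Fisher's exact test, p = 0.076). The paper also describes an effect on miR-30 target genes that grows from 24 to 72 h. The median of the genes with an 8mer went from -0.047 to 0.0052, and that of genes whose best site was a 7mer-m8 from 0.010 to 0.11, while that of genes with neither went from 0.0031 to -0.016. The change with time was not tested for these groups.

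The paper places the LNA30bcd samples of 24 h with the mock samples. This held on the CPM and not on log2(CPM + 0.1), z-scores or the 500 most variable genes on the log2 scale, where 0 of the 3 libraries were placed with them.

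UBE3A is described as higher in LNA30bcd cells. It was lower at 24 h (-0.15) and higher at 72 h (0.41), below a 1.5-fold change, and no alternative brought it past that level. Genes linked to proliferation are described as lower. CTNNB1, DLL4 and LGR4 were lower, while the median of 39 proliferation genes was -0.013 at 72 h. CTNNB1 passed the 1.5-fold change at 24 h only, and at 48 h with median centring (-0.61), without mock 48 h replicate 2 (-0.61), and with the trend on transcript length and GC content removed (-0.61), the last being chosen after seeing the values. Its call at 24 h was lost with median centring (-0.55), in the other deposited table (-0.48), with treat and with that trend removed (-0.56). It was also lost without LNA30bcd 24 h replicate 3 (-0.58) or mock 24 h replicate 3 (-0.56). Ubiquitin ligase genes are described as enriched among the genes that rise. The paper's ontology test covered only genes that rose and carried a predicted miR-30 site. The list of 268 ubiquitin ligase and conjugating enzyme genes was chosen without regard to sites or changes, so its test asks another question. This list did not pass the threshold with camera (adjusted p = 0.092 at 72 h in limma) and passed it with fry (1.9e-06).

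The filter is worded in the paper as a minimum CPM in at least 3 samples in the results and in the methods as the removal of genes below it in most of the samples. In the deposited table 10046 of 10096 genes reached 10 CPM in at least 3 samples, and 9389 in at least 9, which is what the wording of the methods keeps.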

Other observations

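Of the tests in this part, those of the rank after a rise of 0.1 was added to genes with a site and of single libraries at 24 and 48 h were chosen before the result was seen, and the others only after the result was seen.

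Of the epithelial genes, KRT18 was at 115 ± 17.4 CPM (SD, n = 3) in LNA30bcd and 197 ± 22.0 CPM in mock cells at 72 h, and KRT8 at 9.87 and 20.3 CPM. Several others were near the floor. SI had 0 reads in all libraries except for up to 2 reads in LNA30bcd libraries of 72 h, and ALPI had 0 reads at 72 h. EPCAM, CDH1, KRT19 and LGR5 are not in the CPM table, so their values are reads per 1000000 reads on genes, without TMM factors. EPCAM was at 0.352 ± 0.027 in LNA30bcd and 0.0662 ± 0.037 in mock cells at 72 h, and CDH1 at 0.059 and 0.033. KRT20, CDX2, VIL1 and FABP2 had at most 9 reads in any library of 72 h. KRT19 was at 2.42 and 4.33 reads per 1000000, and LGR5 at 1.57 and 4.61. KRT8 and KRT18 had log2 fold changes of -1.03 and -0.78 at 72 h. Among the mesenchymal genes, COL1A1 was at 9826 CPM in mock cells at 72 h with a log2 fold change of -1.54, and the values were -1.07 for VIM, -1.50 for COL1A2, -2.79 for COL3A1, -2.98 for ACTA2, -1.39 for PDGFRB and -1.63 for THY1.

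The other lists gave these results. The ATF4 and actin lists were written after the study's lists of genes changed in these samples had been read. Their p-values are therefore not independent evidence. ATF4 targets were higher at each time point, with medians of 1.20, 1.28 and 1.25 at 24, 48 and 72 h (adjusted p = 4.1e-16, 9.3e-10 and 1.7e-07 from camera in limma), and TRIB3 highest at 5.39 at 72 h. The medians of p53 targets were 0.75, 0.51 and 0.63 (3.9e-06, 8.2e-04 and 4.7e-04). Interferon response was lower at 24 h, with a median of -0.92 (6.3e-04), and at 48 and 72 h did not pass the threshold (-0.26 and -0.20, adjusted p = 0.40 and 0.84). The mesenchymal list had medians of 0.018, -0.75 and -1.52 (0.98, 0.0010 and 6.7e-05), the actin and adhesion list 0.018, -0.77 and -1.11 (0.84, 2.4e-08 and 3.9e-09). All 24 actin and adhesion genes were lower at 48 and 72 h. The 2 epithelial genes tested had medians of -0.24, -0.54 and -0.91 (0.60, 0.27 and 0.16). The test against no change within the list (fry in limma) gave adjusted p = 0.050, 1.6e-04 and 1.0e-06 for them, and camera with an estimated correlation 0.85, 0.60 and 0.49. With an estimated correlation, ATF4 targets at each time point, p53 targets at 24 h, and the mesenchymal and actin lists at 48 and 72 h passed. Between 24 and 72 h in mock cells, interferon response rose by a median of 2.04 and proliferation fell by 0.56.

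Large rises lay behind expressed genes more often than other genes. Of the 51 genes with a log2 fold change over 3 at 24 h, 40 (78.4%) had an expressed gene ending within 20000 bases upstream on the same strand, against 18.9% of the genes between -1 and 1. At 48 h the share was 62.8% and at 72 h 52.6%. FGF18 starts 7837 bases past NPM1 and SLC15A1 40757 bases past DOCK9, while MYCT1 starts 568278 bases past ESR1. Transcription past the end of the upstream gene may account for part of the large rises at 24 h (78.4%), and it leaves those without such a neighbour open.

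At 72 h, LNA30bcd replicate 2 and mock replicate 1 stood apart from the other replicates of their group, with deviation SDs of 0.388 and 0.227 on the log2 scale, against 0.0815 to 0.103 at 24 h. At 48 h, mock replicate 2 had a deviation SD of 0.267, of which a trend on transcript length and GC content accounted for 29.7%. At 72 h it accounted for 45.7% of the deviation of LNA30bcd replicate 2 and 49.8% of that of mock replicate 1, against 2.77 to 17.7% in the libraries of 24 h. Swapped labels are argued against, since all 18 libraries lay nearest to the other replicates of their own group. The margin was small for LNA30bcd replicate 2 of 72 h, at 0.391 to its own group and 0.399 to LNA30bcd cells of 48 h. The LNA30bcd libraries of 48 h lay 0.0678 to 0.0855 from their own group and at least 0.223 from any other. For mock replicate 1 of 72 h the distances were 0.230 to its own group and 0.377 to mock cells of 48 h. RNA fragmentation or library preparation may lie behind the trend (45.7%), which the labels do not allow to be tested. The paper reports high RNA integrity numbers for its samples, which makes degraded RNA before library preparation less likely. No biological explanation was tested.

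Genes with a long genomic span were lower in LNA30bcd cells. Genes with spans of at least 96587 bases had medians of -0.21, -0.26 and -0.24 at 24, 48 and 72 h, and genes with spans of up to 11210 bases 0.083, 0.12 and 0.054. Across genes, which are not independent replicates, Spearman's rho between span and effect was -0.21, -0.21 and -0.14. With the trend on transcript length and GC content removed, rho was still -0.12 at 24 h, which argues against that trend as the whole cause. At 24 and 48 h all 3 LNA30bcd libraries were below all mock libraries in this measure, which argues against single libraries. At 72 h only 1 was, and there single libraries and the treatment cannot be told apart, since the replicates of 72 h spread more. No biological explanation was tested.

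Genes with a miR-30 8mer did not rise more than other genes in the test used. With 0.2 added on the log2 scale to their shuffled effects, the 8mer ranked 10 of 840, so a test too weak to see a mean rise of 0.2 is argued against. With 0.1 added it ranked 42, which did not pass the threshold, so the rank alone leaves a rise of 0.1 open. The measured differences argue against it. The 8mer genes were lower by 0.033, 0.041 and 0.036 at 24, 48 and 72 h, and only 3, 5 and 12 of the 840 words lay lower than the 8mer by 0.1 or more, as it would have to lie by chance for a rise of 0.1 to be hidden. With the shortest UTR per gene the words varied more (SD 0.10 at 72 h), and a rise of 0.1 at 72 h stays open there.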
